A study of Arabidopsis thaliana with 4 samples. Its data were reported in "Coding and noncoding transcriptomes of NODULIN HOMEOBOX (NDX)-deficient Arabidopsis inflorescence" (2023).

How the data were processed

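The samples were 4 mRNA sequencing libraries of inflorescences of 5-week-old plants, 2 of Col-0 and 2 of ndx1-4. Groups and replicate numbers were taken from the sample labels. Per the labels and the methods of the study, RNA of several inflorescences was pooled for each library, libraries were prepared with a TruSeq RNA kit and single-end reads were sequenced. The authors quantified reads with Salmon, with its correction for GC content, against the Araport11 genes and transposable elements, and compared groups with DESeq2 using independent hypothesis weighting for the adjusted p.

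The authors deposited 4 tables, and each holds only the features past their threshold (adjusted p below 0.01 for genes and 0.05 for transposable elements), so features that did not pass are not analysed here. The count columns the authors deposited are Salmon's estimated counts, rounded to whole numbers and not normalised. The FPKM columns the authors deposited are per kilobase of effective length and per library total, scaled within each table, and were compared only within a table. The fold change column the authors deposited is on the log2 scale, and the p-value column holds the authors' adjusted p. The tissue tables also carry 8 columns of seedling samples that belong to another series. These columns were not used, and flower against seedling changes were taken only from the fold changes of the authors' deposited tables. The authors describe duplicates as removed for genes and kept for transposable elements. What was removed cannot be checked from the deposited counts, so counts of the gene and element tables were not taken to be on the same footing. The counting is not described as using strand, so overlapping and antisense genes can share reads, and near-identical copies can split them.

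Coordinates are those of the tables. They were compared with the RefSeq annotation of TAIR10.1, which holds 37899 nuclear genes. All nuclear genes of the tables (411, 11098 and 10963 in the genotype, Col-0 tissue and ndx1-4 tissue tables) were found there with identical coordinates, so that annotation was used for gene type, exons, exonic length and GC content.

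Library scaling was recovered as the median ratio of the authors' counts to the authors' FPKM relative to Col-0 replicate 1, over features with at least 50 counts in every library. It was 1.20 for Col-0 replicate 2, 1.12 for ndx1-4 replicate 1 and 1.31 for ndx1-4 replicate 2 in the gene table. In the transposable element table it was 1.18, 1.13 and 1.39. Counts of a gene were identical between the genotype table and the tissue tables for 321 of 321 genes in the Col-0 libraries and 276 of 276 in the ndx1-4 libraries, so the flower counts of the tables could be joined.

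The genotype test used the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3) on the rounded estimated counts of the genes in both tissue tables with a mean of at least 10 counts, with the recovered scaling and genotype as the only term. Genes with a Benjamini-Hochberg adjusted p below 0.01 were counted. The listed genes and the listed transposable elements were fitted in the same way, each table alone, at 0.01 and 0.05. Counts at or below 3 in all libraries of a group were treated as the floor, and a fold against such a group is a lower bound computed against 3 counts. Intervals and floors cover counting error only, since the reads carry no molecular identifiers. The pollen and tapetum lists were tested with camera and fry of limma 3.58.1. DESeq2 1.42.0 was used as an alternative to edgeR. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

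The edgeR and DESeq2 steps were tested on simulated data, with counts drawn for the 7981 genes from the real means and library sizes and 200 genes changed by known factors, in 5 simulations. edgeR called 52.8% of the genes changed 2-fold and 83.0% of those changed 4-fold, and 3.82% of its calls were unchanged genes. DESeq2 called 66.0% and 83.4%, and 8.90% of its calls were unchanged genes. Changes of 2-fold were therefore missed in part in the simulated data. Counts were drawn independently for each gene, without differences shared by libraries of a replicate number, so these shares may not hold for the real libraries. There, listed genes fitted with the genes of both tissue tables gave 35 of 414 below 0.01. AT3G29580 and ANS, with log2 fold changes of 4.85 and -3.14 in that fit, were not among them.

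The tests of the main comparisons, their alternatives and the rule for named genes were fixed before the data were examined. The run on chromosome 3 and the tests of the closing section were not part of that design. Named genes were NDX and FLC, the 9 display genes of the study, 5 floral organ genes, the 5 highest and 5 lowest genes of the genotype list with a mean of at least 50 counts and no overlap between genotypes, the 3 highest and 3 lowest transposable elements by the same rule with a mean of at least 10 counts, and the 3 highest and lowest genes of the genotype test. No gene was lower in that test, so none was named. Tissue changes of the genotypes were compared by sign and by correlation across genes. The association of genotype and tissue direction was tested with Fisher's exact test beside 200 simulations in which genes without a genotype effect shared the flower libraries. The alternatives were other scalings (TMM and total counts), DESeq2, the replicate number as a block, other count filters, thresholds and gene sets, and leaving out each replicate in turn. Scaling by offsets per feature was added after seeing the data. No interaction of genotype and tissue was fitted, since seedling counts were not used.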

Results

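Messenger RNA was sequenced from inflorescences of 5-week-old Arabidopsis thaliana plants of the reference accession Col-0 and of ndx1-4, a line that carries a T-DNA insertion in NDX. NDX encodes a homeodomain protein. Each genotype had 2 flower libraries, and each library was made from RNA pooled from several inflorescences. The data consisted of 4 deposited tables that list the features past the authors' threshold for a comparison. They covered genes of ndx1-4 against Col-0 flowers, transposable elements of the same comparison, and genes of flowers against seedlings in each genotype. The depth visible in these tables is part of each library. The genes listed in any table held 10726926 and 12703742 estimated counts in Col-0 replicates 1 and 2, over 11266 genes. They held 12355173 and 13814929 estimated counts in ndx1-4 replicates 1 and 2, over 11188 genes.

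Replicates were compared before they were averaged. Over 7057 genes with a mean of at least 50 counts, the log2 difference between replicates had an SD of 0.38 in Col-0 and 0.35 in ndx1-4. Across these genes, which are not independent replicates, Pearson's r between replicates was 0.980 in Col-0 and 0.983 in ndx1-4. The replicates of a genotype differed by more than counting noise, with a chi-square per degree of freedom of 15.8 in Col-0 and 16.3 in ndx1-4, so no library was a second copy of its replicate. Between genotypes this ratio ranged from 28.8 to 54.0. The first principal component held 69.0% of the variance and separated the genotypes. Its scores were -7.52 and -27.5 in Col-0 replicates 1 and 2, and 26.0 and 8.98 in ndx1-4 replicates 1 and 2. The nearest libraries of the genotypes were closer on it than the replicates of either genotype, so it also held differences between replicates.

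The targeted gene was examined first. NDX (listed as AtNDX, AT4G03090) is a protein-coding gene on the minus strand of chromosome 4 between positions 1366053 and 1371557 of TAIR10. It had 430 and 525 counts in the Col-0 libraries and 73 and 108 counts in the ndx1-4 libraries. Its level was 9.50 ± 0.0939 FPKM (SD, n = 2) in Col-0 flowers and 1.52 ± 0.224 FPKM (SD, n = 2) in ndx1-4 flowers. The remaining level was 15.96% of that in Col-0. By RT-qPCR the paper found NDX mRNA hardly detectable in the mutant. Counts per gene do not show where along NDX the remaining reads lie, so they need not come from intact transcripts. The edgeR fit over the listed genes alone gave a log2 fold change of -2.55 ± 0.18 (SE) with a Benjamini-Hochberg adjusted p of 0.000282. FLC (listed as AGL25, AT5G10140), a flowering-time gene examined because it is a described target of NDX, was absent from the list of genes that differed between the flower groups. In the ndx1-4 libraries it had 75 and 96 counts, and in the authors' deposited table it was lower in ndx1-4 flowers than in ndx1-4 seedlings, with a log2 fold change of -1.33.

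The question of the main comparison was which transcripts differ between ndx1-4 and Col-0 flowers. The authors' deposited table listed 414 genes at an adjusted p below 0.01, of which 269 were higher and 145 lower in ndx1-4 flowers. The median log2 fold change in the authors' deposited table was 0.92 among the higher genes and -1.002 among the lower genes. These medians were the same to the digits given with the genes at 3 counts or fewer in a group (9 in Col-0, 6 in ndx1-4) set to their lower bound. The libraries of the genotypes did not overlap for 412 of the 414 genes, a count that follows from their choice on these same libraries. Of unchanged genes, 33.3% would separate by chance with 2 libraries against 2, which is no reference for genes chosen in this way. Of the other thresholds tried, an absolute log2 fold change of at least 1 moved the count of genes most, to 202. The exceptions to the separation were AT1G17820 and AT2G30362, named here after their values were seen. AT1G17820 had 0 and 0 counts in Col-0 and 393 and 0 counts in ndx1-4, so its listing rests on ndx1-4 replicate 1. AT2G30362 had 63 and 166 counts in Col-0 and 136 and 101 counts in ndx1-4.

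**Figure D1:**
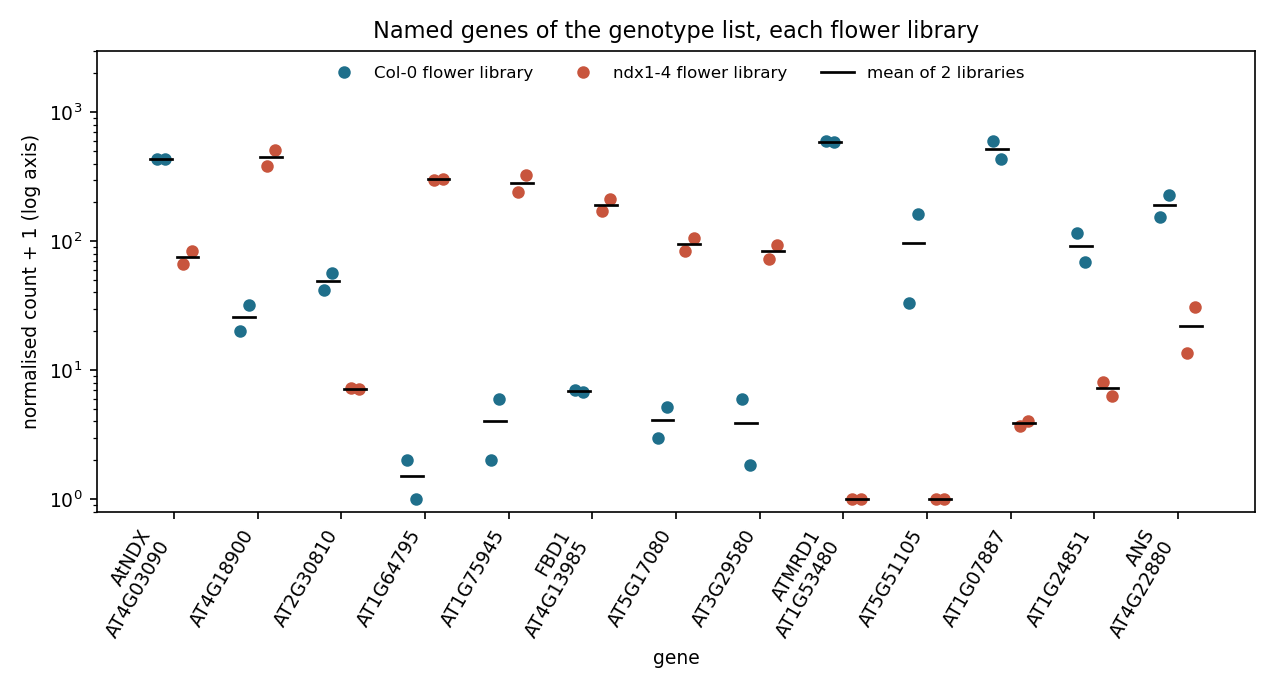
Normalised count plus 1 (log axis) of the named genes of the genotype list in each of the 4 flower libraries, with black bars at the mean of the 2 libraries of a genotype. NDX had 430 and 525 raw counts in Col-0 and 73 and 108 in ndx1-4, and for each gene shown the points of the genotypes do not overlap.

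Among the genes with the largest increase, AT1G64795 (chromosome 1, 24082579 to 24082848, plus strand) had 1 and 0 counts in Col-0 and 335 and 394 counts in ndx1-4, at least 100-fold higher. AT1G75945 (chromosome 1, 28515245 to 28515916, minus strand) rose from 1 and 6 counts to 270 and 426 counts, a log2 fold change of 6.44 ± 0.49 (SE). This change was 5.70 without Col-0 replicate 1 and 7.61 without Col-0 replicate 2. FBD1 (AT4G13985, chromosome 4, 8080118 to 8081669) had 6 and 7 counts in Col-0 and 192 and 276 counts in ndx1-4. AT5G17080 (chromosome 5) had 2 and 5 counts against 93 and 138 counts, and AT3G29580 (chromosome 3) had 5 and 1 counts against 80 and 122 counts. All 5 are annotated as protein-coding. Of the display genes of the study, AT4G18900 (chromosome 4, 10356465 to 10359169) was on the list, with 19 and 37 counts in Col-0 and 425 and 672 counts in ndx1-4. Its log2 fold change was 4.14 ± 0.30 (SE).

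Among the genes with the largest decrease, MRD1 (listed as ATMRD1, AT1G53480, chromosome 1, 19963047 to 19964712, minus strand) had 593 and 701 counts in Col-0 and 0 and 0 in ndx1-4, at least 196-fold lower. The noncoding RNA gene AT1G07887 lies on the opposite strand between 19963067 and 19964105, inside the MRD1 interval. It had 595 and 523 counts in Col-0 and 3 and 4 counts in ndx1-4, and since no use of strand is stated for the counting, the values of these genes are uncertain with respect to each other. AT5G51105 (chromosome 5) had 32 and 194 counts against 0 and 0, at least 32.2-fold lower, a limit of 10.7-fold without Col-0 replicate 2 and 53.8-fold without Col-0 replicate 1. AT1G24851 (chromosome 1) had 114 and 82 counts against 8 and 7, a log2 fold change of -3.85 ± 0.46 (SE). The anthocyanidin synthase gene ANS (AT4G22880, chromosome 4) fell from 153 and 271 counts to 14 and 39, a log2 fold change of -3.14 ± 0.46 (SE). The display gene AT2G30810 (chromosome 2, 13127826 to 13128666) had 41 and 67 counts in Col-0 and 7 and 8 counts in ndx1-4, a log2 fold change of -2.95 ± 0.43 (SE).

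The listed genes were chosen on these same libraries, so a second fit of them is not independent evidence. With edgeR's quasi-likelihood test over the 414 genes alone, 406 had an adjusted p below 0.01, of which 264 were higher and 142 lower. When the same genes were fitted together with the genes of both tissue tables, without a count filter, 35 stayed below 0.01 and 241 below 0.05. With a mean of at least 10 counts required in that joint fit, 22 stayed below 0.01. With DESeq2 and its own size factors over the list alone, 232 genes passed.

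A test that did not start from the genotype list was possible for the 8961 genes present in the tissue tables of both genotypes, since these genes had counts for all 4 flower libraries. This set favours genes whose tissue change is shared by the genotypes, and neither NDX nor FLC is in it. Of these, 7981 genes had a mean of at least 10 counts. edgeR's quasi-likelihood test gave 7 genes with an adjusted p below 0.01, all higher in ndx1-4 and all on the authors' list. No gene was lower at this threshold in this fit, whereas with the replicate number as a block 88 of 281 genes were lower. At an unadjusted p below 0.05 the fit without the block gave 1539 genes, 845 higher and 694 lower. This balance depended on the scaling: TMM gave 764 higher and 796 lower, and total counts 648 higher and 871 lower. DESeq2 on the same counts gave 203 genes, 118 higher and 85 lower, of which 201 were on the authors' list. All 232 listed genes in this test had the sign of the authors' deposited table and an unadjusted p below 0.05, which their choice on the same libraries favours. The 3 largest changes among the genes passing edgeR's threshold were AT1G27580, AT5G17090 and AT2G42040. AT1G27580 (chromosome 1, 9589807 to 9591075) had 26 and 24 counts in Col-0 and 508 and 604 in ndx1-4, with a log2 fold change of 4.32 ± 0.19 (SE) and an adjusted p of 0.00476. AT5G17090 (chromosome 5, 5621249 to 5622542) had a log2 fold change of 2.98 ± 0.13 (SE), and AT2G42040 (chromosome 2, 17543005 to 17545532) of 2.41 ± 0.09 (SE), each with the same adjusted p.

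Genes were also followed along the chromosomes, a choice made after the values were seen. Medians over 5, 7 and 9 neighbouring counted genes were scanned, and the minimum of 0.5 that defines the run was set once the run had been seen. On chromosome 3, 9 consecutive counted genes between AT3G12390 and AT3G12500 (3942257 to 3963984, 21.7 kb) were higher in ndx1-4 flowers. Their log2 fold changes ranged from 0.75 to 1.46 with a median of 1.01, and 6 of the 9 were on the authors' list. The nearest counted gene before the run, AT3G12345, had a log2 fold change of -0.11 ± 0.11 (SE), and the nearest after it, AT3G12530, of 0.28 ± 0.15 (SE). AT3G12390 had 2163 and 2453 counts in Col-0 and 4471 and 4487 in ndx1-4. AT3G12490 had 3255 and 3414 counts in Col-0 and 6692 and 6926 in ndx1-4. The tables hold counts for 9 of the 14 annotated genes of the interval.

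**Figure D2:**
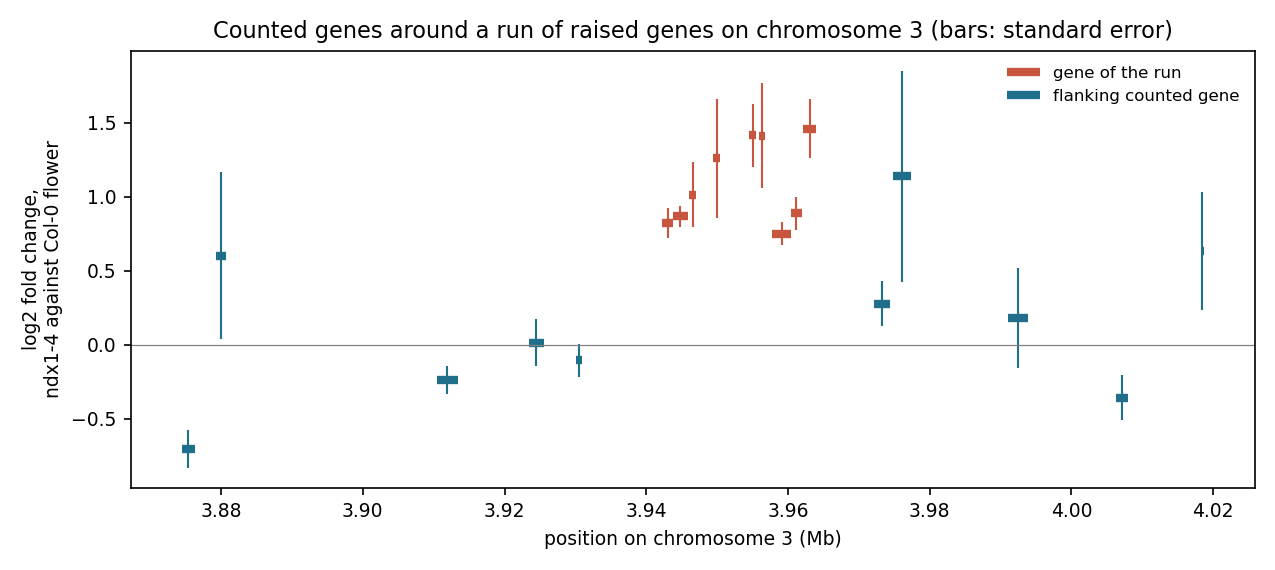
Log2 fold change of ndx1-4 against Col-0 flowers (vertical axis) of counted genes by position on chromosome 3 in Mb (horizontal axis), with each gene drawn over its interval and vertical bars giving the standard error. The 9 genes of the run lie between 0.75 and 1.46, and the nearest counted genes on either side lie at -0.11 and 0.28.

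The same comparison was made for transposable elements. The authors' deposited table listed 45 elements at an adjusted p below 0.05, of which 33 were higher and 12 lower in ndx1-4 flowers. With elements at 3 counts or fewer in a group set to their lower bound, the median log2 fold change was 2.04 among the higher and -1.69 among the lower elements. These rest on fewer counts than the genes, with a median of the mean count of 88.5 per element against 720 per gene, and 6 elements had a mean below 10 counts. The libraries of the genotypes did not overlap for 44 of the 45. The exception, AT1TE67460, had 44 and 45 counts in Col-0 and 42 and 73 in ndx1-4, and was named after its values were seen. edgeR's test over the 45 elements alone called 43 at an adjusted p below 0.05, of which 32 were higher. DESeq2 and TMM scaling each moved this to 33 elements with 20 higher and 13 lower, and gave 9 and 8 of the 43 the other sign. Both centre the listed elements themselves, with medians of 0.17 and 0.27 against 1.303, so these signs follow from a shift of the list as a whole. By position, 20 elements touched an exon of a protein-coding gene, 20 touched only an annotated pseudogene, 1 lay in an intron and 4 lay between genes. An overlap of 1 base was enough. Whether these pseudogenes are separate genes or annotations of the elements themselves was not examined.

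By the log2 fold change of the authors' deposited table, the rule for named elements gave AT2TE18965 (family ATLINE1_4), AT2TE47130 (HARBINGER) and AT1TE12295 (ATCOPIA78) among the higher elements. This order rests on folds over Col-0 libraries at 0 or 1 counts. Larger bounds were held by AT1TE93275, at least 35.4-fold higher, and AT4TE19970, at least 18.1-fold higher, and AT1TE78470 rose from 10 and 5 counts to 227 and 276. These 3 were named after their values were seen. AT2TE18965, touching an annotated pseudogene on chromosome 2 at 4545528 to 4547505, had 0 and 0 counts in Col-0 and 30 and 39 in ndx1-4, at least 9.11-fold higher. AT2TE47130, between genes on chromosome 2 at 10950317 to 10952384, had 0 and 1 counts against 33 and 42, at least 9.91-fold higher. AT1TE12295, at 3780765 to 3785721 of chromosome 1 where the annotation has exons of protein-coding genes, had 0 and 0 counts against 13 and 56, at least 8.65-fold higher. This limit rests on ndx1-4 replicate 2, and without it was 3.83-fold. Among the lower elements the rule gave AT5TE35230 (ATMU7), AT1TE83175 (ATLINE1_1) and AT3TE45385 (ATLINE1_6), each touching an annotated pseudogene. AT5TE35230, at 9707753 to 9708848 of chromosome 5, had 161 and 193 counts in Col-0 and 0 and 0 in ndx1-4, at least 54.0-fold lower. AT1TE83175 on chromosome 1 had 26 and 11 counts against 2 and 1, at least 5.88-fold lower, a limit of 3.10-fold without Col-0 replicate 1. AT3TE45385 on chromosome 3 had 59 and 43 counts against 10 and 11, a log2 fold change of -2.48 ± 0.38 (SE). Reads of similar copies of a family were not told apart here.

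Whether changed genes and changed elements lie at the same place was asked by overlap of their intervals. In all, 10 listed genes overlapped a listed element by at least 1 base, 7 higher and 3 lower, and each such gene and element had the same sign in the authors' deposited table. With at least 50% of the element inside the gene, 9 genes remained in the count. The overlapping gene and element can draw on the same reads.

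The tissue comparison asked how far flowers and seedlings differ within each genotype. The authors' deposited table for Col-0 listed 11173 genes, 5555 higher and 5618 lower in flowers. For ndx1-4 the authors' deposited table listed 11050 genes, 5405 higher and 5645 lower. The tables shared 8961 genes, with 2212 in the Col-0 table alone and 2089 in the ndx1-4 table alone. Being listed for a single genotype was not tested as a difference between genotypes. The median absolute log2 fold change in the authors' deposited tables was 0.83 for genes in the Col-0 table alone and 0.80 for genes in the ndx1-4 table alone, against 1.59 for genes in both. Among shared genes, 8940 (99.8%, 95% Wilson interval 99.6% to 99.8%) had the same sign in the authors' deposited tables. The interval treats genes as independent, which they are not, and all had passed the threshold in both tables. Across these genes, which are not independent replicates, Pearson's r was 0.975 and Spearman's rho 0.986, and the median absolute difference was 0.27. In all, 21 genes had opposite signs, and 11 of these were on the genotype list. Each tissue comparison has its own seedling libraries, whose counts were not used here. By the paper, seedlings of both genotypes come from an earlier study with shorter reads than the flowers. Tissue and study therefore cannot be told apart, and a difference between studies would raise the agreement of the genotypes.

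**Figure D3:**
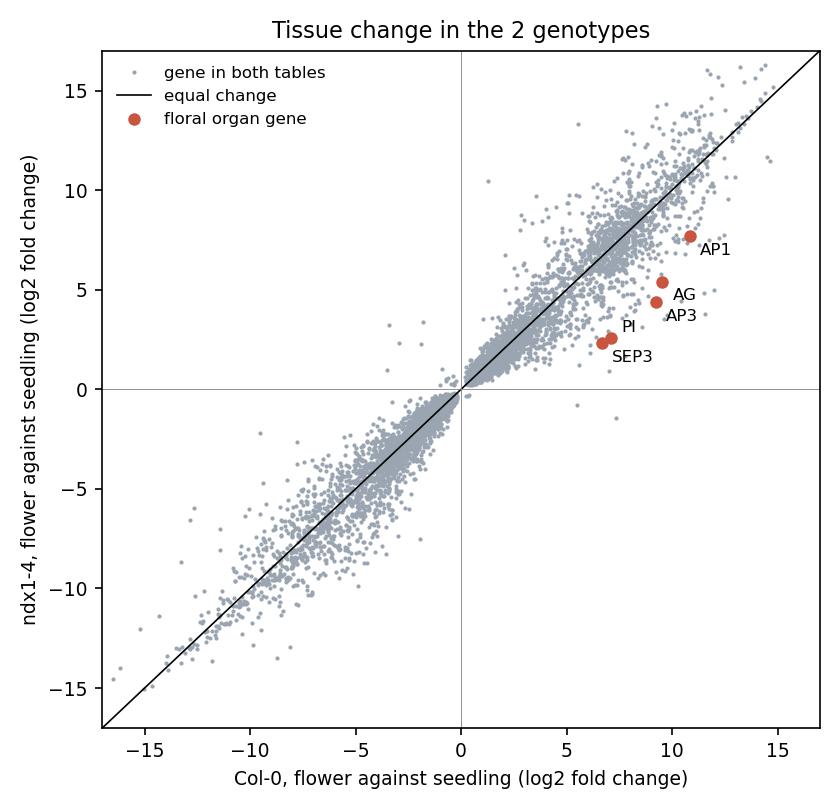
Log2 fold change of flowers against seedlings from the authors' deposited tables, in Col-0 (horizontal axis) and ndx1-4 (vertical axis), for the 8961 genes in both tables, with the line of equal change. Pearson's r across genes was 0.975, and the 5 floral organ genes lie below the line.

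The 5 floral organ genes changed less between seedlings and flowers of ndx1-4 than of Col-0. In the authors' deposited tables, AG (AT4G18960) had a log2 fold change of 9.54 in Col-0 and 5.41 in ndx1-4, and AP1 (listed as AGL7, AT1G69120) of 10.84 and 7.67. AP3 (AT3G54340) had 9.22 and 4.38, PI (AT5G20240) 7.09 and 2.58, and SEP3 (listed as AGL9, AT1G24260) 6.68 and 2.33 in the authors' deposited tables. Between the flower groups their log2 fold changes ranged from -0.23 for AG to 0.42 for AP1. AG had 736 and 912 counts in Col-0 and 667 and 882 in ndx1-4, and AP1 had 1045 and 1291 in Col-0 and 1686 and 1749 in ndx1-4. PI had 1593 and 2014 counts against 2193 and 2587, a log2 fold change of 0.27. None of the 5 passed an adjusted p below 0.01 between the flower groups, adjusted over the list alone or over all genes tested, and 2 had an adjusted p below 0.05 over the list alone in edgeR's test and an unadjusted p below 0.05.

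Of the remaining display genes of the study, 6 had a tissue change in both genotypes. In the authors' deposited tables sks12 (AT1G55570) had log2 fold changes of 13.59 in Col-0 and 13.62 in ndx1-4, AT1G20130 of 14.49 and 11.66, and EXPA11 (listed as ATEXP11, AT1G20190) of -1.50 and -1.04. AT1G20110 had -0.40 and -0.35 in the authors' deposited tables. MLP34 (AT1G70850) and MLP329 (AT2G01530) were lower in flowers, where neither had more than 1 count in any library. AT1G04680 was listed for Col-0 alone, at 0.46 in the authors' deposited table. Of the 9 display genes, which the study picked from these data, 4 were in the genotype test. There, 0 passed an adjusted p below 0.01, both adjusted over the list alone and over all genes, and 1 had an unadjusted p below 0.05.

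The direction of the listed genes was then set against their tissue direction. Of the listed genes in the Col-0 tissue table, 321 in number, 42.6% of those higher in ndx1-4 were flower-high, against 77.9% of those lower in ndx1-4. The odds ratio was 0.211, with a p of 3.56e-10 in the two-sided Fisher's exact test. The genotype and tissue comparisons share flower libraries. A gene higher in ndx1-4 is lower in Col-0 flowers, which by itself lowers its tissue change in Col-0 and the odds ratio. Genes simulated without a genotype effect gave a median odds ratio of 0.922, with 95% of 200 simulations between 0.624 and 1.39. They show only what the sharing of libraries gives without a genotype effect and are no reference for listed genes. Against the ndx1-4 tissue table the odds ratio was 0.978 over 276 genes, with a p of 1 in the two-sided Fisher's exact test, and the simulations gave a median of 1.05, with 95% between 0.724 and 1.59. Among genes with the same tissue sign in both tables the odds ratio was 0.527. The values therefore do not separate a tie to tissue direction from the genotype difference itself.

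The last comparison asked whether the pooled inflorescences of the genotypes held similar shares of late flower stages, by means of fixed lists of pollen and tapetum genes. All 11 pollen genes and 8 tapetum genes were tested. The pollen genes had a median log2 fold change of 0.50, with 10 of 11 higher in ndx1-4, and the tapetum genes one of 0.22, with 7 of 8 higher. The camera test with its preset correlation gave a p of 0.000633 (Benjamini-Hochberg adjusted over both lists 0.00127) for pollen and 0.0335 for tapetum (adjusted 0.0335). Neither list was below 0.05 under fry, with adjusted values of 0.262 and 0.124, or with an estimated correlation, where both adjusted values were 0.332. With single libraries left out, the pollen median ranged from 0.19 without ndx1-4 replicate 1 to 0.82 without ndx1-4 replicate 2. It was 0.32 without Col-0 replicate 2 and 0.75 without Col-0 replicate 1, so its size depended on single libraries. The tapetum median ranged from 0.15 without ndx1-4 replicate 2 to 0.33 without ndx1-4 replicate 1. Adjusted over the list alone, 0 of the pollen genes and 1 of the tapetum genes had an adjusted p below 0.01 in edgeR's test, and over all genes tested 0 of either. At an unadjusted p below 0.05 there were 2 pollen and 3 tapetum genes. A gene of the pollen list, sks12, was also picked by the study as a display gene.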

Values the study reported

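The study reported that 31987 genes and 34856 transposable elements were analysed. For ndx1-4 against Col-0 flowers it gave 269 genes (0.84%) as higher and 145 (0.45%) as lower. For transposable elements it gave 33 (0.09%) as higher and 12 (0.03%) as lower. Between flowers and seedlings it gave 5555 genes (17.37%) as higher and 5618 (17.56%) as lower in Col-0, and 5405 (16.9%) and 5645 (17.65%) in ndx1-4. It reported that 7 of the higher genes and 3 of the lower genes overlap a differentially expressed transposable element. It reported that 200 of the genes that differ between the genotypes in flowers overlap with genes that differ in seedlings.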

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

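The alternative with offsets per feature was chosen after seeing the data. The size of the genotype list depended on its thresholds. Of the 414 genes, 267 had an adjusted p below 0.001 and 202 an absolute log2 fold change of at least 1 in the authors' deposited table. A mean of at least 10 counts and the rule that libraries of the genotypes do not overlap left the count of genes, and every threshold tried left the count of transposable elements, within 1.5 times. For the tissue lists, an absolute log2 fold change of at least 1 left 6893 genes in Col-0 and 6730 in ndx1-4, and one of at least 2 left 4445 and 4371. These counts fall because a stricter threshold keeps fewer genes.

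The number of genes in the genotype test depended on the tool. edgeR gave 7 genes, all higher, and DESeq2 gave 203, of which 118 were higher and 85 lower. All 7 genes were among the 203. DESeq2 left 619 genes without an adjusted p. Of the 203, 201 were on the authors' list, which was made with the same tool on these libraries. In the simulated data edgeR called 141 and DESeq2 164 genes on average, with 3.82% and 8.90% false, so the tools were closer there than in the real data, and the cause was not tested. An adjusted p below 0.05 gave 30 genes, 23 higher and 7 lower. Testing these genes and the listed genes together, with a mean of at least 10 counts, gave 22, 18 higher and 4 lower, a set that adds genes chosen for their difference. TMM gave 8 genes, total counts 9, no count filter 8, a mean of at least 50 counts 5, and an absolute log2 fold change of at least 1 kept 7.

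The second fit of the listed genes depended on the scaling, because the list is not balanced. Over the list alone 406 genes passed with the recovered scaling, 264 higher and 142 lower. TMM gave 246 genes (103 higher and 143 lower), DESeq2 232 (88 higher and 144 lower) and total counts 301 (158 higher and 143 lower). These scalings centre the list itself. The median log2 fold change of the list was 0.54 with the recovered scaling, 0.13 with TMM and 0.28 with total counts. Relative to the recovered scaling, DESeq2 gave 59 of the 406 genes the other sign and TMM 13. Over the wide set of genes in both tissue tables, the largest shift between scalings was -0.05. At each of these scalings 269 listed genes stayed higher and 145 lower. A common shift this small beside the listed changes could hardly reverse them, so these counts say nothing on their stability. Fitted together with that wide set without a count filter, 35 listed genes had an adjusted p below 0.01, and the adjustment then runs over more genes and a larger share of unchanged genes.

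For the transposable elements, 43 of 45 passed with the recovered scaling, 32 higher and 11 lower, against 33 with TMM and 33 with DESeq2, each with 20 higher and 13 lower. Total counts gave 36, 24 higher and 12 lower. With offsets per feature 44 elements and 410 genes passed. Leaving out a replicate cannot reverse the direction of a feature whose libraries do not overlap between genotypes. This holds for all 406 genes, 43 elements and 7 genes counted above, so those fits say nothing on their stability.

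Replicate numbers are shared by the genotypes in the labels. With the replicate number as a block, the genotype test gave 281 genes, 193 higher and 88 lower, and 7 of the 7 genes of the fit without the block were among them. Of the 281, 143 were on the authors' list and 138 were not. The listed genes gave 407 calls and the transposable elements 38 with the block. The difference of replicate 1 and replicate 2 correlated between genotypes with an r of 0.380 across 7981 genes, and of 0.455 across the 7057 genes with a mean of at least 50 counts. There are only 2 such numbers and no label says that they mark a shared batch, so the libraries were treated as sharing only a number.

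The share of genes with the same tissue sign was 99.8% over all shared genes, 99.91% with an absolute log2 fold change of at least 1 in both genotypes and 99.89% with an adjusted p below 0.001 in both. The odds ratio of genotype and tissue direction was 0.211 with the Col-0 tissue table. It was 0.978 with the ndx1-4 table, where the cause was not tested, 0.168 with tissue changes of at least 1, and 0.527 for genes with the same tissue sign in both tables (p of 0.0339, two-sided Fisher's exact test). The overlap of genes and elements was 10 genes, or 9 with at least 50% of the element.

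For the pollen and tapetum lists, with medians of 0.50 and 0.22, the outcome depended on the test. With camera the adjusted p was 0.00127 for pollen, below 0.01, and 0.0335 for tapetum, below 0.05 only. With fry it was 0.262 and 0.124. With camera and an estimated correlation it was 0.332 for both lists, so the small camera values rested on the preset correlation. Why fry gave larger values was not tested further. The tapetum median ranged from 0.15 to 0.33 and the pollen median from 0.19 to 0.82 across the 4 fits that left out a replicate. The tapetum median was 0.33 without ndx1-4 replicate 1. The pollen median was 0.19 without ndx1-4 replicate 1, 0.32 without Col-0 replicate 2 and 0.82 without ndx1-4 replicate 2.

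For 22 named genes and elements, 236 values were computed under the alternatives. Of these 194 kept their side of the threshold or stayed within the spread between replicates, 36 moved by more than that spread when a replicate was left out, and 6 no longer passed 0.01 when the listed genes were fitted with the wide set. None changed sign. Depth limits the elements most: 6 of the 45 had a mean below 10 counts.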

Other observations

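Of the tests below, 4 were written down before their results were seen: random lists for the closeness of listed genes, distance to NDX, GC content and length, and the implied seedling change of the run on chromosome 3. The others were chosen, or their rule was changed, only after the result was seen. The limits for implied seedling counts at 3 or fewer were added last. The rule for the direction in seedlings was a fixed share of genes and was replaced by random lists once the share was known. The rule for shared sequence in the run first asked for no shared stretch at all, which 3 of its 9 genes met, and was then loosened to under 10%. Similarity of neighbours was first judged by alignment and then by shared stretches of 31 bases, applied to the random lists too. For the floral organ genes, a first test on the median of the other flower-high genes (0.22) was replaced by the share that stayed at 5 or more. The outcomes of the changed tests are therefore weaker evidence than the planned ones.

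The 4 libraries allow 3 splits into groups of 2. These splits were counted after their results were known. The split by genotype gave 7 genes with an adjusted p below 0.01 in edgeR's test and the other splits gave 0 and 0, with 157 and 69 genes at an unadjusted p below 0.05 against 1539. Thus 1 of the 3 splits gave as many genes, and since 3 splits cannot give a small share, a split by chance and the genotype cannot be told apart by this count.

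Listed genes were often neighbours. Among the 411 nuclear genes there were 39 pairs within 10 kb, where 10000 random lists matched on flower counts had a median of 20 pairs and 0.02% of them had as many. Overlapping intervals do not account for the excess: 34 pairs had no overlap, and 0.19% of the random lists had as many. Without pairs that share a stretch of 31 bases, 23 pairs were left, and 21.3% of the random lists treated in the same way had as many. The excess of neighbours is therefore consistent with pairs of similar genes, such as the RBCS genes RBCS1B, RBCS2B and RBCS3B or the MADS-box genes AGL68 and AGL69. Shared reads may tie such copies together, but so may common regulation, and these were not tested against each other. Of the 23 remaining pairs, 19 shared their direction, which 0.81% of shuffled directions reached. Of these, 6 pairs came from the run on chromosome 3, and without them 13 of 17 pairs shared their direction, which 5.49% of shuffles reached, so the agreement in direction rests in part on that run.

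The run of 9 counted genes on chromosome 3 was longer than any run of genes with a log2 fold change of at least 0.5 in 1000 shuffled gene orders, whose longest run held 7 genes. The longest run of genes lower by as much held 5. Shared reads are argued against as the whole cause, since all 9 genes had under 10% of their stretches of 31 bases in any other gene of the run, with a largest share of 4.94%. This limit was loosened as said above, and AT3G12390 with AT3G12400 and AT3G12480 with AT3G12490 overlap at their ends. The median log2 fold change of the run stayed between 1.10 and 1.31 over its 7 genes of the genotype test when a library was left out. A rise near 1 over neighbouring genes could come from a segment present in more copies in the ndx1-4 line. The functions of the 9 genes were not compared. That would raise the same genes in ndx1-4 seedlings. The change between the seedlings of the genotypes can be worked out as the flower change less the difference of the tissue changes in the authors' deposited tables. For the 7 genes of the run in both tables its median was 0.15, below their flower median of 1.26. For AT3G12410, AT3G12430 and AT3G12470 the implied Col-0 seedling counts were under 1 (0.481, 0.176 and 0.476). The size of their values of 3.94, -0.05 and 3.66 therefore says nothing. Their implied ndx1-4 seedling counts were 7.42, 0.170 and 5.97. AT3G12410 and AT3G12470 were thus above 3 counts in ndx1-4 alone, which goes with a rise in seedlings, on few counts. Of the 4 genes with more than 3 implied counts in both genotypes, AT3G12460 had 1.72, on 11.9 and 39.0 implied counts. AT3G12390, AT3G12490 and AT3G12500, each with over 1000, had 0.15, -0.10 and -0.03. These 3 argue against a copy gain of the whole run carried by all ndx1-4 plants. A copy gain of an inner part of the run stays open. So do a copy gain in the plants used for the flowers alone and a change of expression of the segment in flowers. DNA data are needed to tell these apart.

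The same subtraction was made for the 231 listed nuclear genes in both tissue tables, which leaves out the plastid gene RPOA of the 232. For 140 of them (60.6%) the implied seedling change had the direction of the flower change, against 52.3% of 7679 other genes, and 0.51% of 10000 random lists of other genes had as many. Over the 193 listed genes with more than 3 implied seedling counts in both genotypes it was 113 (58.6%, against 53.1% of 6535 other genes), and 6.82% of random lists had as many. For 68 of the 231 it also reached at least 50% of the flower change. These values therefore leave open whether the genotype effect on the list is shared by seedlings, and the seedling counts that would settle it were not used. The study itself reported an overlap with genes that differ in seedlings, which bears on this and was not tested here.

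The floral organ genes changed less between seedlings and flowers in ndx1-4 than in Col-0, by a median of -4.35 on the log2 scale in the authors' deposited tables. Of 10000 random lists matched on tissue change and flower counts, 0.01% had as low a median. Less floral organ RNA in ndx1-4 flowers would need a flower change of that size, but the median flower change was -0.11. Folds against seedling levels near 0 are argued against for PI and SEP3, whose implied seedling counts were at least 12.0 in both genotypes. For AP1, AG and AP3 the counts implied for Col-0 seedlings were 0.578, 1.004 and 1.48. With these raised to 3, their differences were -0.79, -2.55 and -3.82. Near-0 levels are thus argued against as the whole cause for AG and AP3, whose implied ndx1-4 seedling counts were 14.97 and 39.4. For AP1, with 6.96, they and a difference between genotypes cannot be told apart on so few counts. Open flowers among the ndx1-4 seedlings would bring pollen and tapetum transcripts, but the tissue changes of these 19 genes were larger in ndx1-4, by a median of 1.03. Whole inflorescences at the share implied by SEP3 (19.9% of the flower level) would lower the tissue change of every flower-high gene, but of 596 other genes with at least 5 in Col-0, 90.1% were at 5 or more in ndx1-4 too. A higher level of AG, AP3, PI and SEP3 in the ndx1-4 seedlings that were compared is therefore a hypothesis that these tests leave open, together with a mixture of single young organs and a difference between the seedling libraries, whose counts were not used. Of the 596 genes, 91 had a tissue change larger in ndx1-4 by at least 2 and 61 one smaller by as much. The 61 included AGL5, AGL11, AGL2, AGL4 and AGL1, named after their values were seen. Their differences ranged from -7.78 for AGL5 to -2.42 for AGL1. Between the flower groups they changed by -0.93 (AGL11) to -0.02 (AGL4). Genes with such names among the 91 were not counted.

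The 21 genes with opposite tissue signs in the genotypes included ASN1, AT1G04660 and AT2G05540, named after their values were seen. In the authors' deposited tables ASN1 was lower in Col-0 flowers and higher, by 0.20, in ndx1-4 flowers, and AT1G04660 had tissue log2 fold changes of -3.43 and 3.22. Of the 21 genes, 16 were lower in Col-0 flowers and higher in ndx1-4 flowers than in seedlings, and 5 the reverse. The difference in tissue change was not tested for these genes, and no explanation was tested. Between the flower groups 11 of them were on the genotype list. AT1G04660 had 32 and 42 counts in Col-0 and 961 and 768 in ndx1-4, and AT2G05540 was among the 7 genes of the genotype test.

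Some listed features changed through their effective length, the length over which Salmon expects reads, and not through their counts. In 2 of 433 features with a mean of at least 10 counts, AT2G30362 and AT1TE67460, at least 50% of the authors' log2 change lay in the effective length implied by counts and FPKM. In edgeR's fit of the counts they changed by -0.03 and 0.15. In the authors' deposited tables they changed by -1.46 and 2.42. In both, the implied effective length differed more between than within genotypes. A change of transcript form and an unstable length estimate cannot be told apart here, since the features were chosen for this pattern and the tables hold no transcript counts.

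Listed elements moved with the genes they overlap. For 17 pairs of an element and a counted gene at its site, 17 moved the same way, among them all 7 pairs whose gene was not on the list, and 16 differed by at most 0.5 on the log2 scale. The element held a median of 16.2% of the gene's counts, a ratio of separate quantifications for which the authors describe a different handling of duplicates. Reads of the gene counted for the element may therefore account for these listings, and change of the element on its own was not shown for them.

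Listed genes were not concentrated around the insertion. Within 1 Mb of NDX, 1.27% of the genes of the tables were listed, against 3.12% elsewhere, or 2 of 158 genes (p of 0.246, two-sided Fisher's exact test), so variation linked to the insertion is unlikely to account for the list as a whole. Taking out the trend of the fold change on GC content and exonic length of the other genes, which had Spearman's rho of -0.01 and 0.09 across genes, left 411 of 411 listed nuclear genes with their direction and moved them by at most 0.11.

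The difference in pollen genes between the flower groups was within the unpaired spread of the replicates, and that in tapetum genes was not. The mean log2 level of the list differed by 0.51 between the genotypes and by up to 0.54 between replicates of a genotype. In both genotypes replicate 1 was higher than replicate 2. Between libraries of the same number the genotypes differed by 0.57 and 0.45, so the spread would be smaller if the numbers marked a shared batch, which no label says. For the tapetum list it was 0.230 between the genotypes and 0.106 and 0.0842 between replicates. The lowest pollen median without a library was 0.19, without ndx1-4 replicate 1, and the pollen median was 0.82 without ndx1-4 replicate 2. A difference in stage of the pooled inflorescences, the weight of that library and an effect of the genotype cannot be told apart with 2 libraries each. All 11 pollen genes were detected in Col-0 flowers, with a lowest mean of 194 normalised counts, so these genes are part of the tissue in both groups.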
